A study of Mus musculus with 30 samples.

How the data were processed

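RNA was measured by sequencing in dendritic cells grown from mouse bone marrow for 6 to 7 days in FLT3L at 200 ng/ml. Cells carried a knockout of Rubcn (KO) or were wild type (WT), and were left untreated or were given ovalbumin protein (OVA) or apoptotic Jurkat cells, a human T-cell leukaemia line, for 30 min or 4 h. Each of the 10 groups held 3 libraries, 30 in all, and groups and replicate numbers were taken from the sample titles. Per the labels' protocols, RNA was isolated with Trizol and a column with DNase treatment, and libraries were made with the TruSeq RNA Library Prep Kit v2.

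The authors deposited 1 table of whole-number read counts per gene, with a gene symbol, an Entrez gene identifier and an interval on the mm10 mouse genome build, per the file headers. The aligner, the counting tool, the annotation and the use of strand are not given in the sources used here. How the counting treated reads of the human Jurkat cells is not given either, nor is how it split reads between near-identical copies or overlapping genes, so counts of such genes are uncertain. The table held 25611 gene rows with 24623 distinct symbols, and 396 symbols stood at more than 1 interval. Every count column matched 1 sample title, and no row lacked a gene name.

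Total counts ranged from 9.73 M counts (KO, 30 min OVA, replicate 3) to 51.6 M counts, with a median of 44.9 M. Counts were scaled with TMM factors, and genes were kept with filterByExpr by group, which left 14808 genes holding 99.99% of all counts. Levels are given as CPM on the TMM-scaled library sizes, as mean ± SD over 3 libraries. TMM factors ran from 0.765 to 0.842 in the libraries given apoptotic Jurkat cells for 4 h and from 1.03 to 1.07 in the others. Counting floors and intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

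The main test was edgeR's quasi-likelihood F test (version 4.0.16, R 4.3.3), two-sided, in 1 model of all 30 libraries with a mean per group and no covariate. Benjamini-Hochberg adjusted p (FDR) under 0.05 over all genes tested made a call. The common biological coefficient of variation was 0.0515 and the prior degrees of freedom were 7.89. Log2 fold changes are given with a standard error (SE) equal to the size of the fold change divided by the square root of its F statistic. Contrasts were KO against WT in each of 5 conditions, each treatment against untreated cells in each genotype, the difference between those responses (interaction), and apoptotic Jurkat cells against OVA at each time with the genotypes averaged.

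Before the data were examined, 5 gene lists were fixed: MHC-I antigen processing and cross-presentation (35 genes), dendritic cell maturation and co-stimulation (31), cytokines and chemokines (37), interferon-stimulated genes (40) and T-lineage markers (30, of which 28 were tested). The maturation and cytokine lists share 1 gene. The first 4 were tested with camera (limma 3.58.1, preset correlation 0.01) in 3 KO against WT contrasts, adjusted over 12 tests, with fry and camera with an estimated correlation as alternatives. Lists for plasmacytoid dendritic cells, both types of conventional dendritic cell, monocytes or macrophages, basophils or mast cells, endothelium and stroma were written after the main results were seen. Among them, 1 plasmacytoid and 4 conventional dendritic cell genes are also in the MHC-I list. The basophil, endothelial and stromal lists were meant to hold only genes whose results had not been seen. Hdc broke that rule: its name had been seen among the calls of another contrast before the basophil list was written. It was taken out afterwards, when the list with it had already been tested, and the values with and without it are both given.

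Genes named in the text were chosen by a rule fixed before the data were examined. Rubcn is given in every library and is otherwise left out. For each KO against WT, WT treatment and Jurkat against OVA contrast, the rule takes the 2 largest rises and the 2 largest falls in log2 fold change. They must have an FDR under 0.05, at least 5 CPM in the higher group and no overlap in CPM between the libraries compared, within each genotype where both were averaged. For each interaction it takes the 2 smallest p with an FDR under 0.05 and at least 5 CPM in 1 group. Up to 3 members of each list with an FDR under 0.05 in a KO against WT contrast may be named by smallest p. Withheld symbols and identifiers without a symbol are passed over. Genes named outside the rule are said to be so.

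Alternatives chosen before the data were examined were DESeq2's size factors in place of TMM, no filter on low counts, a stricter filter (at least 5 CPM in 3 libraries), the replicate number as a block (across or within genotypes), a fit of the compared groups alone, DESeq2 (version 1.42.0) and leaving out each library in turn. Scaling to total counts, and leaving out the genes higher with Jurkat cells than with OVA at 30 min, were added after the data were seen. The steps were tested on simulated counts with 200 genes changed by 1 on the log2 scale. For KO against WT in untreated cells, 97% of changed genes were recovered and 13 unchanged genes were called, among 14727 genes. For the interaction at 4 h of Jurkat cells the figures were 94% and 8, among 14721 genes. GC content and transcript length came from GENCODE M21 transcripts on GRCm38, matched by symbol. Expression of Y-linked genes in every library and a near-zero level of Xist were seen in both genotypes. Same-numbered libraries of different groups had a median correlation of 0.00751 in their deviations from the group means (-0.334 to 0.604). In 5 of 45 pairs of groups all 3 values were over 0.1, and 3 of these were contrasts tested: KO and WT untreated (0.494, 0.359 and 0.243), WT untreated and 30 min of Jurkat cells (0.336, 0.152 and 0.340), and WT untreated and 4 h of OVA (0.426, 0.145 and 0.301). For these 3 contrasts the numbers were taken to pair the libraries by this correlation alone, and for the other contrasts no pairing was shown. Counts of every pair of replicates differed by more than sampling noise, so none was counted as a duplicate.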

Results

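Gene expression was measured in 30 RNA sequencing libraries of FLT3L-derived mouse bone marrow dendritic cells. Cells lacking Rubcn (KO), which encodes a protein of LC3-associated phagocytosis, a form of non-canonical autophagy, were compared with wild-type (WT) cells. Cultures were untreated, or were given ovalbumin protein (OVA) or apoptotic Jurkat cells for 30 min or 4 h, with 3 libraries in each of the 10 groups. Total counts ranged from 9.73 M to 51.6 M counts per library, with a median of 44.9 M, and the KO library 3 of 30 min OVA was the shallowest. The first principal component held 73.9% of the variance and placed the libraries given Jurkat cells for 4 h at 108 to 123, against -44.2 to -2.40 for all others. The third component, with 4.00% of the variance, was negative in every WT library (-18.0 to -2.26) and positive in every KO library (7.20 to 25.9).

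The targeted gene was examined first, as a check of the genotype labels. Rubcn (Entrez 100502698, mm10 chromosome 16, 32821702 to 32868366) was lower in KO than in WT in each condition, with no overlap between their libraries. In untreated cells its level was 72.8 ± 2.74 CPM in KO (SD, n = 3; range 70.4 to 75.8) and 98.9 ± 4.96 CPM in WT (95.6 to 104.6), so that KO held 73.6% of the WT level. The log2 fold change was -0.44 (SE 0.0472, edgeR quasi-likelihood FDR 1.69e-07). After 30 min of OVA the levels were 74.1 ± 0.996 CPM in KO and 87.5 ± 5.84 CPM in WT, and after 30 min of Jurkat cells 68.5 ± 2.03 and 80.9 ± 1.63 CPM. At 4 h they were 71.2 ± 0.824 and 90.9 ± 1.26 CPM with OVA, and 48.0 ± 3.22 and 58.9 ± 3.17 CPM with Jurkat cells. The log2 fold changes in these 4 conditions were -0.24, -0.24, -0.35 and -0.30, with edgeR FDRs of 0.00148, 0.00148, 4.81e-06 and 8.97e-05. The sign and the call held under every alternative run and without any 1 library. Most of the gene's reads thus remained in KO, and a count over the whole gene cannot show which exons they came from, so the labels were checked only in part.

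**Figure D1:**
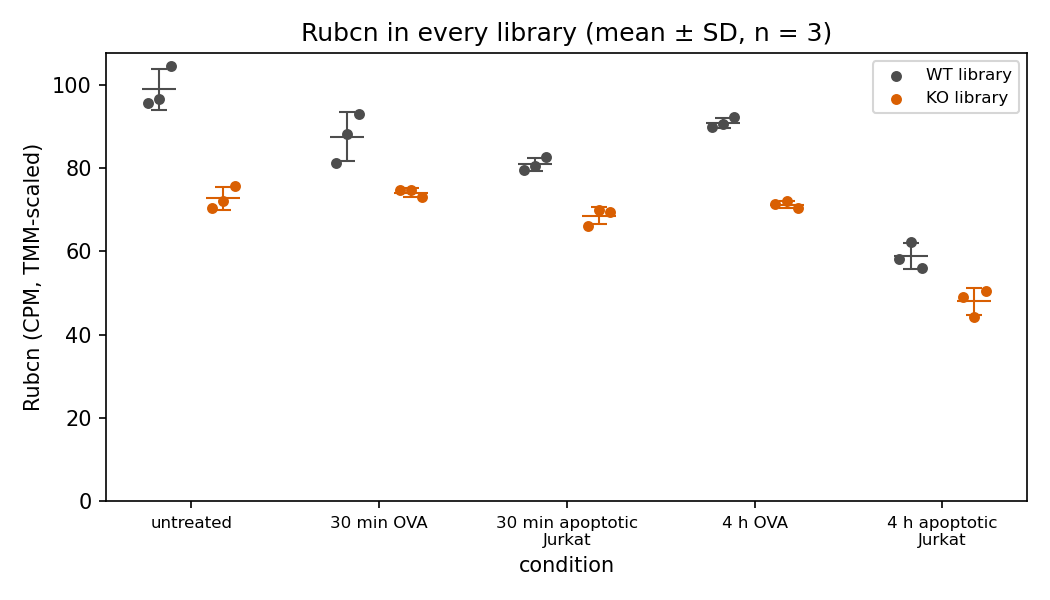
Rubcn level in CPM (vertical axis) in each library (points) of the 5 conditions, WT in grey and KO in orange, with the mean and SD of 3 libraries. KO libraries lie below the WT libraries of the same condition, at 44.4 to 75.8 CPM.

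Reads of the human Jurkat cells can align to mouse genes, so a list of T-lineage genes was followed as a measure of them. Of 28 list members tested, 14 were under 1 CPM in untreated cultures, and their levels were summed. The sum was 3.73 ± 0.0956 CPM in untreated WT and 4.46 ± 0.805 CPM in untreated KO (SD, n = 3), and no library without Jurkat cells exceeded 4.95 CPM. It reached 42.9 ± 1.27 CPM in WT and 26.9 ± 5.83 CPM in KO after 30 min of Jurkat cells, and 110.7 ± 17.03 and 75.8 ± 9.85 CPM after 4 h. KO thus held 0.627 and 0.685 times the WT sum, without overlap at either time (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 libraries can give). List members called higher against untreated cells by edgeR numbered 16 in WT and 13 in KO at 30 min and 24 and 20 at 4 h. With OVA 0 or 1 was called higher. Comparisons that involve Jurkat cells below can therefore mix a response of the dendritic cells with added reads, which the counts alone do not separate.

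**Figure D2:**
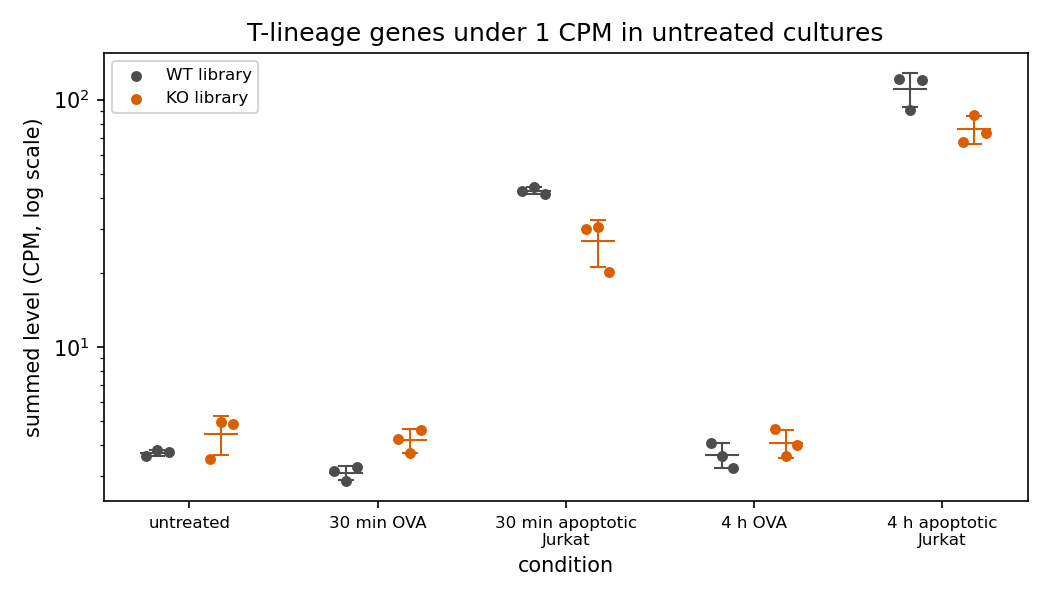
Summed CPM (vertical log axis) of T-lineage genes that lay under 1 CPM in untreated cultures, in each library (points) of the 5 conditions, WT in grey and KO in orange, with mean and SD of 3 libraries. Libraries given Jurkat cells lie at 20.2 CPM or above, and the others at 4.95 CPM or below.

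KO and WT libraries were compared within each condition, against the spread between libraries. As the titles do not say whether these came from separate mice, a difference between single mice or cultures is not separated from the effect of the knockout. In untreated cells 1477 of 14808 genes were called by edgeR at an FDR under 0.05, with 889 higher and 588 lower in KO, and 143 of them changed at least 2-fold. The alternative that moved this count most, apart from leaving out libraries, was a fit of the 6 compared libraries alone, with 1155 genes. DESeq2 called 1547 genes and moved the share higher in KO from 60.2% to 50.03%. The count was 898 without KO untreated replicate 1 and 984 without WT untreated replicate 2. By the fixed rule the largest rises were Mcpt8, at 17.1 ± 4.06 CPM in KO and 3.57 ± 0.448 CPM in WT (SD, n = 3; log2 2.26, SE 0.174, FDR 3.33e-10), and Jchain, at 13.9 ± 1.13 and 3.92 ± 0.558 CPM (log2 1.83, FDR 6.95e-11). The largest falls were Ifi44, at 2.93 ± 0.225 CPM in KO and 25.7 ± 3.99 CPM in WT (log2 -3.13, SE 0.234, FDR 2.16e-10), and Oas1g, at 1.57 ± 0.168 and 6.71 ± 0.391 CPM (log2 -2.09, FDR 1.15e-09). Oas1g has close paralogs, and its count is uncertain for that reason.

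After 30 min of OVA 1834 genes were called, 926 higher and 908 lower in KO. Scaling to total counts moved the share higher from 50.5% to 63.8%, and DESeq2 moved it to 39.6%. The count was 718 without KO 30 min OVA replicate 2 and 1075 without WT 30 min OVA replicate 2. Mid1 was at 12.5 ± 0.668 CPM in KO and 2.78 ± 0.0677 CPM in WT (log2 2.14, FDR 3.04e-17). Sfrp4 was at 12.03 ± 13.8 and 0.907 ± 0.170 CPM (log2 3.81, FDR 0.0108), but without KO 30 min OVA replicate 2 it was not called (log2 1.72, FDR 0.493), and without replicate 1 of that group its log2 fold change was 4.41. Ifi44 fell by 3.11 and Oas1g by 1.84 on the log2 scale.

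After 30 min of Jurkat cells 1370 genes were called, 826 higher and 544 lower in KO. The count was 808 without KO 30 min Jurkat replicate 3, and 894 and 708 without WT 30 min Jurkat replicates 1 and 2. Cxcl9 and Cxcl10 rested largely on KO 30 min Jurkat replicate 1. Cxcl9 was at 24.4 ± 30.8 CPM in KO and 1.16 ± 0.364 CPM in WT (log2 4.40, FDR 6.52e-05; 2.54 without that library). Cxcl10 was at 44.1 ± 51.0 and 4.60 ± 0.242 CPM (log2 3.26, FDR 5.76e-05; 1.69 without it). Ifi44 had a log2 fold change of -2.03, and of -2.76 without the same library, and Oas1g one of -1.43.

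After 4 h of OVA 1861 genes were called, 921 higher and 940 lower in KO, and scaling to total counts moved the share higher from 49.5% to 64.5%. The count was 1172 without KO 4 h OVA replicate 1 and 1226 without WT 4 h OVA replicate 1. Mcpt8 was at 15.01 ± 0.557 CPM in KO and 3.20 ± 0.729 CPM in WT (log2 2.24, FDR 6.29e-10), and Mid1 at 13.1 ± 1.005 and 3.64 ± 0.143 CPM (log2 1.85, FDR 1.77e-16). Ifi44 was at 7.81 ± 0.327 and 53.9 ± 1.41 CPM (log2 -2.78, FDR 7.28e-11), and Ifi208 at 1.08 ± 0.278 and 5.70 ± 0.5004 CPM (log2 -2.37, FDR 3.18e-08).

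After 4 h of Jurkat cells 3392 genes were called, 1388 higher and 2004 lower in KO. That direction depended on the scaling, since the share higher moved from 40.9% to 74.8% of 4013 genes with total counts. The count was 2189 without WT 4 h Jurkat replicate 2. Rmrp was at 11.4 ± 17.996 CPM in KO and 0.276 ± 0.0615 CPM in WT (log2 5.36, FDR 0.000124), and Rpph1 at 5.48 ± 8.07 and 0.390 ± 0.0801 CPM (log2 3.80, FDR 0.000387). Without KO 4 h Jurkat replicate 2 these fold changes were 1.93 and 1.06. Ifna2 was at 1.73 ± 0.263 and 5.90 ± 1.45 CPM (log2 -1.77, FDR 1.12e-05), and Ifna5 at 1.83 ± 0.303 and 7.04 ± 2.36 CPM (log2 -1.94, FDR 0.000216). Ifna5 was not called by DESeq2 (log2 -1.96, adjusted p 0.867), and interferon-alpha genes are near-identical copies whose counts are uncertain.

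Over the 5 conditions 5492 genes were called at least once and 3276 exactly once, and 159 were called in opposite directions. In all 5 conditions 338 genes were called in 1 direction, 215 higher and 123 lower in KO. A list of stromal genes, described below, was also higher in KO in all 5 conditions (medians 0.40 to 0.85). These counts of whole cultures therefore cannot separate a change within dendritic cells from a different share of other cells.

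**Figure D3:**
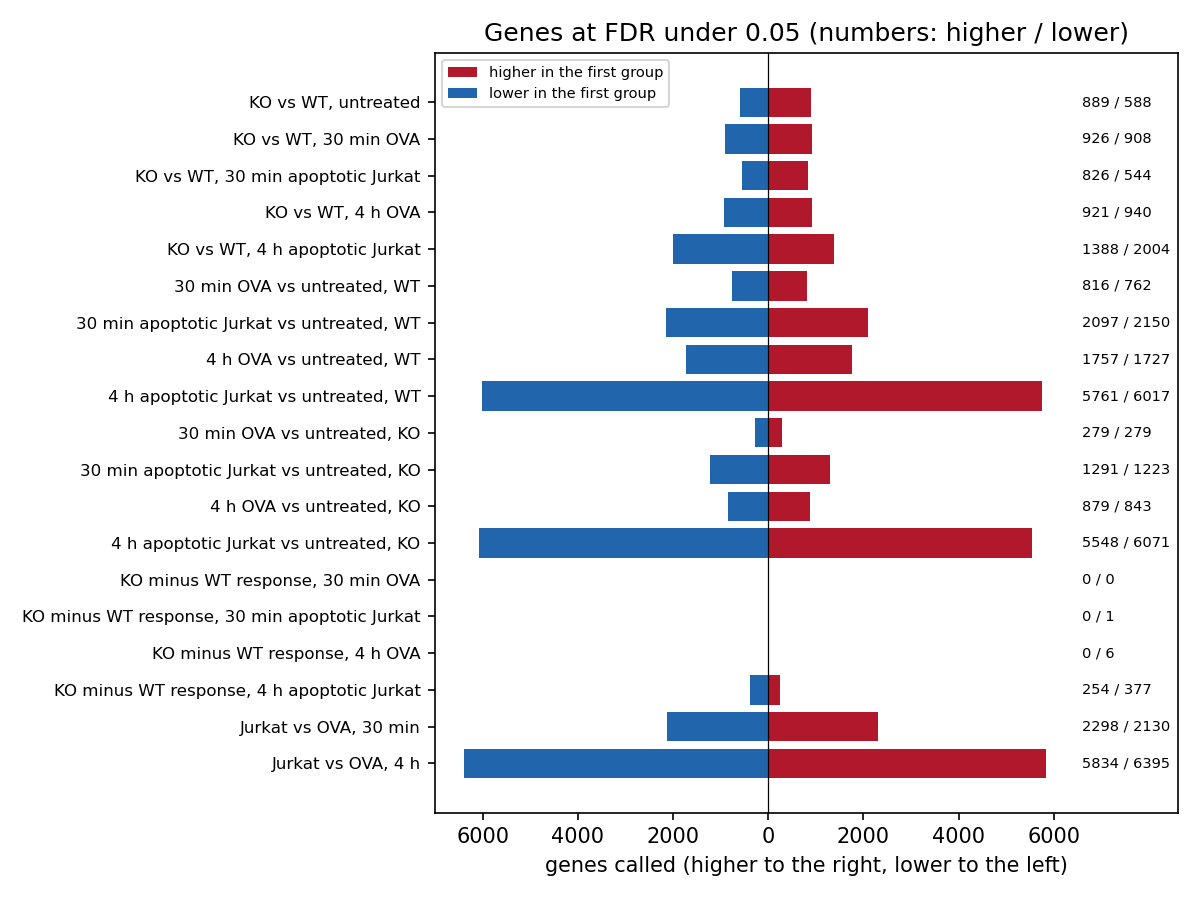
Number of genes called by edgeR at an FDR under 0.05 in each contrast (rows of bars), higher to the right and lower to the left of 0. The contrasts of 4 h Jurkat cells against untreated cells hold 11778 genes in WT and 11619 in KO, and the interactions 0, 1, 6 and 631.

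Lists fixed before the data were examined addressed whether the knockout altered genes of antigen presentation, maturation, cytokines and interferon response. The 40 interferon-stimulated genes had a median log2 fold change of -0.68 in untreated cells (camera FDR 1.92e-59 with the preset correlation of 0.01). The correlation estimated for this list was 0.82, and with it the camera FDR was 0.0142. In untreated cells 36 members were called lower over all genes and 39 adjusted over the list alone. The medians were -0.86 at 4 h of OVA (FDR 5.45e-61; 40 lower, 40 adjusted over the list alone) and -0.40 at 4 h of Jurkat cells (FDR 2.54e-11; 25 lower, 32 adjusted over the list alone). Among the members, Rtp4 was at 8.81 ± 0.961 CPM in untreated KO and 25.2 ± 2.10 CPM in WT (SD, n = 3; log2 -1.52, edgeR FDR 3.21e-08), and Oas1a at 14.4 ± 0.987 and 33.5 ± 0.944 CPM (log2 -1.22, FDR 3.21e-08).

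The 35 MHC-I genes had smaller shifts, with medians of -0.08 in untreated cells (camera FDR 6.3e-09), -0.12 at 4 h of OVA (FDR 3.56e-14) and -0.16 at 4 h of Jurkat cells (FDR 7.19e-10). Members called lower numbered 10, 14 and 21, and 1 was called higher in untreated cells. Adjusted over the list alone, 13, 19 and 25 were called. H2-K1 was at 837.4 ± 35.7 CPM in untreated KO and 1158 ± 14.6 CPM in WT (SD, n = 3; log2 -0.47, SE 0.0370, FDR 5.17e-10). B2m was at 1010.4 ± 37.7 and 1407 ± 62.9 CPM (log2 -0.48, FDR 1.73e-07), and H2-D1 at 337.6 ± 8.53 and 428.1 ± 18.3 CPM (log2 -0.34, FDR 7.37e-07). MHC class I heavy chains have close paralogs, so counts of H2-K1 and H2-D1 are uncertain.

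The 31 maturation genes had medians of -0.17 (camera FDR 6.27e-06), -0.45 (FDR 1.14e-17) and -0.09 (FDR 0.00803) in untreated cells, at 4 h of OVA and at 4 h of Jurkat cells. Members called lower numbered 10, 20 and 6, with 1 higher at 4 h of Jurkat cells, and 13, 24 and 7 were called adjusted over the list alone. Cacnb3 was at 60.8 ± 1.63 CPM in untreated KO and 87.9 ± 3.87 CPM in WT (SD, n = 3; log2 -0.53, FDR 2.44e-07), and Ccr7 at 103.8 ± 3.68 and 141.4 ± 3.98 CPM (log2 -0.45, FDR 0.000665).

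The 37 cytokine genes shifted at 4 h of OVA (median -0.30, camera FDR 0.000175; 11 lower, 3 higher, 16 adjusted over the list alone). They were not called at 4 h of Jurkat cells (median -0.14, FDR 0.174; 11 lower, 5 higher, 18 adjusted over the list alone), although scaling to total counts gave an FDR of 0.0126 there. In untreated cells the test pointed up (FDR 0.176), the median was 0 and the mean was -0.12, so the signs differed; 8 members were higher and 2 lower, and 11 were called adjusted over the list alone. At 4 h of OVA Ccl5 was at 93.4 ± 3.24 CPM in KO and 152.8 ± 10.9 CPM in WT (SD, n = 3; log2 -0.71, FDR 1.68e-08), and Tnf at 37.3 ± 2.88 and 57.0 ± 7.37 CPM (log2 -0.61, FDR 2.16e-05). At 4 h of Jurkat cells Ifnb1 was at 3.68 ± 0.440 and 12.5 ± 3.09 CPM (log2 -1.77, FDR 3.86e-06), and Cxcl1 at 104.9 ± 5.69 and 60.0 ± 4.45 CPM (log2 0.81, FDR 7.52e-07).

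Under fry, all of the 10 camera calls held except the maturation list at 4 h of Jurkat cells (FDR 0.0784). With an estimated correlation between genes, the MHC-I calls (camera FDR 0.0142 to 0.0404) and the maturation call at 4 h of OVA (0.0404) held. The interferon calls in untreated cells and at 4 h of OVA also held (0.0142 for each). The far smaller camera FDRs above rest on the preset correlation and overstate the evidence where genes of a list vary together. The maturation call in untreated cells, the cytokine call at 4 h of OVA and the interferon call at 4 h of Jurkat cells were lost, each with an FDR of 0.262, as was the maturation call at 4 h of Jurkat cells (FDR 0.519).

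**Figure D4:**
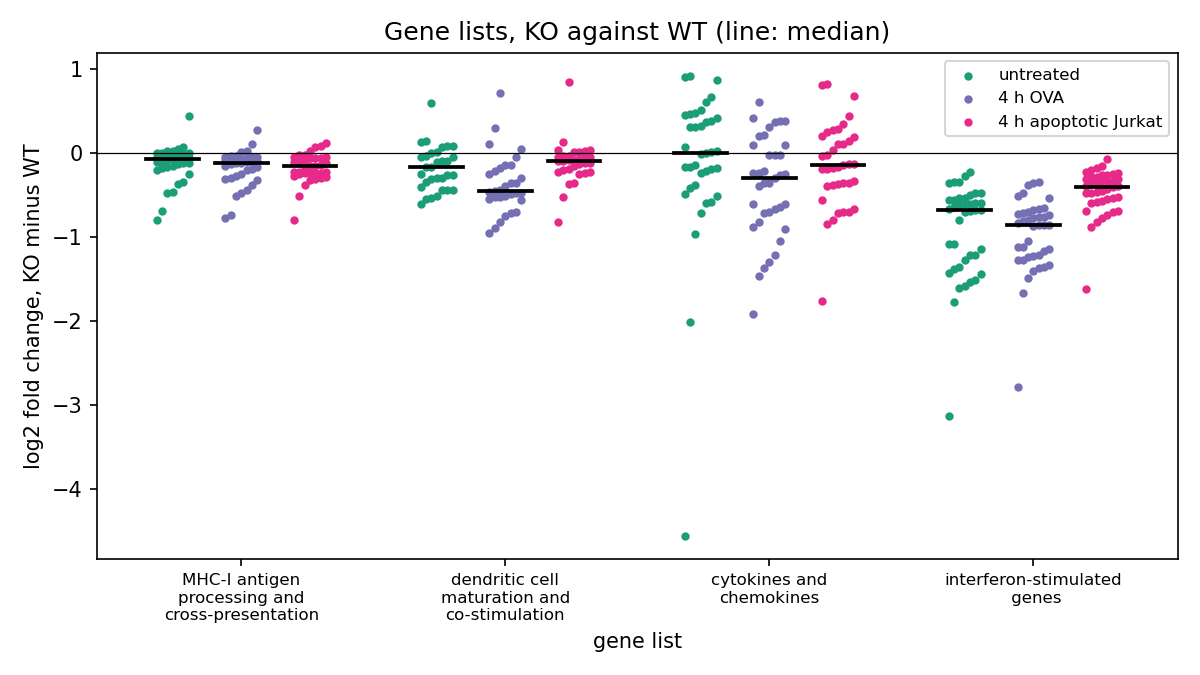
Log2 fold change, KO minus WT (vertical axis), of each member (points) of the 4 lists in untreated cells, at 4 h of OVA and at 4 h of apoptotic Jurkat cells, with the median as a line. All 40 interferon-stimulated genes lie below 0 in each of the 3 conditions.

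The response to each treatment was measured against untreated cells of the same genotype. In WT, 30 min of OVA changed 1578 genes (816 higher, 762 lower), of which 41 changed at least 2-fold. The alternative that moved this count most was the fit of the 6 libraries compared, with 833 genes. It was 903 and 966 without WT 30 min OVA replicates 1 and 2, and 907 and 1043 without WT untreated replicates 2 and 3. Cxcl2 rose from 0.645 ± 0.297 to 20.1 ± 1.83 CPM (SD, n = 3; log2 4.96, edgeR FDR 5.33e-16), and Acod1 from 1.53 ± 0.209 to 10.5 ± 0.400 CPM (log2 2.78, FDR 0.000565). Egr1 fell from 49.1 ± 4.51 to 22.4 ± 1.23 CPM (log2 -1.13, FDR 5.00e-09), and Fosb from 8.92 ± 0.828 to 3.69 ± 0.222 CPM (log2 -1.27, FDR 2.35e-08). At 4 h of OVA 3484 genes changed in WT (1757 higher, 1727 lower), 307 of them at least 2-fold. Acod1 reached 106.6 ± 20.1 CPM (log2 6.12, FDR 1.36e-11), and Cxcl10 rose from 2.27 ± 0.0954 to 74.2 ± 13.4 CPM (log2 5.03, FDR 4.24e-08). Abca6 fell from 9.05 ± 0.621 to 4.95 ± 0.329 CPM (log2 -0.87, FDR 8.06e-07), and Fosb had a log2 fold change of -0.79.

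In KO, 558 genes changed at 30 min of OVA (279 higher, 279 lower) and 1722 at 4 h (879 higher, 843 lower). The 30 min count was 173 and 287 without KO 30 min OVA replicates 2 and 3, and 334 and 361 without KO untreated replicates 2 and 3. The 4 h count was 1105 and 1139 without KO 4 h OVA replicates 1 and 3. Genes called in both genotypes moved in the same direction in 395 of 395 cases at 30 min and in 1396 of 1396 at 4 h. Over all genes, called or not, the fold changes of KO and WT had a Pearson correlation of 0.213 (Spearman 0.385) and a slope of KO on WT of 0.239 at 30 min, and 0.448 (Spearman 0.539) and 0.353 at 4 h. Noise in the WT fold changes of unchanged genes flattens such a slope, so the slopes alone do not measure a weaker response in KO.

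Apoptotic Jurkat cells changed 4247 genes in WT at 30 min (2097 higher, 2150 lower), and 420 of the 458 that changed at least 2-fold were higher. Myo7b rose to 11.99 ± 0.555 CPM (SD, n = 3), from 1 count in untreated WT to 1720 counts, a ratio of 1685 (95% counting interval 302.0 to 66580). That 1 count was in WT untreated replicate 3, and without it the group had none. Reads of the human cells are a candidate source of such a rise. Gm13498 rose from 0.114 ± 0.0617 to 7.02 ± 0.558 CPM (log2 5.91, edgeR FDR 1.52e-15). Acrbp fell from 13.4 ± 0.542 to 6.41 ± 0.647 CPM (log2 -1.06, FDR 3.31e-09), and Ppef2 from 9.73 ± 0.503 to 4.89 ± 0.481 CPM (log2 -0.99, FDR 3.59e-07). In KO 2514 genes changed (1291 higher, 1223 lower), and 1674 without KO 30 min Jurkat replicate 1. All 1942 genes called in both genotypes moved in the same direction, with a Pearson correlation over all genes of 0.831 (Spearman 0.604).

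At 4 h of Jurkat cells 11778 genes changed in WT (5761 higher, 6017 lower) and 11619 in KO (5548 higher, 6071 lower). Under scaling to total counts the median of all genes shifted to -0.42 in WT and -0.37 in KO, and the share higher moved from 48.9% to 29.0% and from 47.7% to 29.2%, so directions here are relative to the scaling. In WT, Ifnb1 had no count in untreated cells and reached 12.5 ± 3.09 CPM (SD, n = 3), at least 580.3-fold higher with a floor of 3 counts over the group. The count of Aldoart2, a retrogene copy, went from 0 to 12.5 ± 2.13 CPM, at least 586-fold. Reads of the human cells are a candidate source of such a count, and the counts do not separate them from a response. Hepacam2 fell from 89.7 ± 2.69 to 2.99 ± 0.247 CPM (log2 -4.91, edgeR FDR 5.59e-29), and Abca6 from 9.05 ± 0.621 to 0.224 ± 0.197 CPM (log2 -5.35, FDR 5.38e-20; -6.30 without WT 4 h Jurkat replicate 3). Of 10776 genes called in both genotypes, 10755 moved in the same direction, with a Pearson correlation over all genes of 0.962 (Spearman 0.953).

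Whether the response itself differed between genotypes was tested as an interaction. For 30 min of OVA edgeR called 0 genes, with 795 at an unadjusted p under 0.05, and DESeq2 also called 0. For 30 min of Jurkat cells edgeR called 1 gene, Nrn1 (log2 -2.82, SE 0.463, FDR 0.0219), named after its values were seen. Nrn1 rose from 0.487 ± 0.0834 to 1.48 ± 0.298 CPM in KO and from 0.0788 to 1.73 ± 0.344 CPM in WT (SD, n = 3). That count was 5, 81 and 5 without KO 30 min Jurkat replicates 1, 2 and 3. It was 0 without KO untreated replicate 2 or 3, WT 30 min Jurkat replicate 2, or WT untreated replicate 1, 2 or 3. With all libraries, 1098 genes had an unadjusted edgeR p under 0.05. DESeq2 called 22 genes, and 0 of them were shared with edgeR. Of these 95.5% were higher, as were 75 of the 81 called by edgeR without KO 30 min Jurkat replicate 2, whereas Nrn1 was lower.

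For 4 h of OVA 6 genes were called, each with a smaller rise in KO. Mmp14 rose from 56.8 ± 2.69 to 105.5 ± 5.25 CPM in KO and from 40.6 ± 0.911 to 126.4 ± 6.69 CPM in WT (SD, n = 3; interaction log2 -0.74, SE 0.0927, edgeR FDR 0.000149). Rasgef1b rose from 36.6 ± 3.13 to 62.0 ± 4.16 CPM in KO and from 33.8 ± 1.87 to 91.7 ± 6.31 CPM in WT (log2 -0.68, FDR 0.00127). The other 4, named after their values were seen, were Sod2 (log2 -0.34), Ptges (-1.74), Ehd1 (-0.42) and Sdc4 (-0.34). The count was 3 without KO untreated replicate 2 and 15 without WT 4 h OVA replicate 3, and DESeq2 called 24 genes, 7 higher and 17 lower.

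For 4 h of Jurkat cells 631 genes were called, 254 with a larger rise or smaller fall and 377 with a smaller rise or larger fall in KO. Scaling to total counts called 861 genes and moved the share in the first set from 40.3% to 76.8%, and a fit of the 12 compared libraries alone called 337 genes, 231 and 106. The count was 382 without KO 4 h Jurkat replicate 3, 379 and 416 without KO untreated replicates 1 and 2, 363 without WT 4 h Jurkat replicate 2 and 362 without WT untreated replicate 2. Il1rl1 fell from 21.01 ± 2.04 to 8.75 ± 0.456 CPM in KO and from 20.1 ± 0.620 to 3.29 ± 0.177 CPM in WT (SD, n = 3; interaction log2 1.34, SE 0.118, edgeR FDR 7.97e-08). Strip2 went from 30.2 ± 0.769 to 31.1 ± 1.03 CPM in KO and from 40.3 ± 1.35 to 25.3 ± 1.63 CPM in WT (log2 0.71, FDR 5.69e-06).

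The antigen forms were compared at matched times with the genotypes averaged. At 30 min 4428 genes differed between Jurkat cells and OVA (2298 higher, 2130 lower with Jurkat cells), and 400 of the 415 that differed at least 2-fold were higher. Myo7b was at 7.47 ± 1.21 CPM in KO and 11.99 ± 0.555 CPM in WT with Jurkat cells (SD, n = 3), against 0.00679 and 0.0207 CPM with OVA. Its log2 fold change was 9.11 (edgeR FDR 2.59e-18), and 10.2 without KO 30 min OVA replicate 1. Acta1 was at 4.66 ± 1.01 and 7.11 ± 0.736 CPM against 0.182 and 0.0278 CPM (log2 6.43, FDR 2.59e-18). With Jurkat cells, Myo7b and Acta1 were lower in KO than in WT, as the T-lineage sum was. Reads of the human cells are thus a candidate source of their levels. Acrbp was lower with Jurkat cells (log2 -0.81, FDR 1.04e-09), as was Cdc42ep2 (log2 -0.67, FDR 5.13e-07).

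At 4 h 12229 genes differed (5834 higher, 6395 lower with Jurkat cells), and with total counts the share higher moved from 47.7% to 27.4% with a median of all genes of -0.40. Myo7b was at 27.0 ± 4.501 CPM in KO and 40.8 ± 7.29 CPM in WT with Jurkat cells (SD, n = 3), against 0.0306 and 0 CPM with OVA. Its fitted log2 fold change was 11.62, and 13.49 without KO 4 h OVA replicate 1. Rpl10l, a retrogene copy, was at 4.86 ± 0.747 and 7.25 ± 1.19 CPM against 0 with OVA, at least 565-fold higher with a floor of 3 counts over the group. With Jurkat cells, Myo7b and Rpl10l were again lower in KO than in WT, as the T-lineage sum was, so added reads stay a candidate source. Hpgd was at 3.23 ± 0.425 and 4.12 ± 0.286 CPM against 80.8 ± 1.82 and 83.1 ± 4.45 CPM (log2 -4.49, edgeR FDR 9.69e-29), and Abca6 had a log2 fold change of -4.53.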

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

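The tests of the common shift between scalings, of the 30 min Jurkat set as a filter, of the T-lineage calls and level, and of the 8 list interactions were chosen only after the results were seen.

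The response to treatment differed between genotypes by an interaction test in 3 of the 4 treatments, with 1 gene for 30 min of Jurkat cells, 6 for 4 h of OVA and 631 for 4 h of Jurkat cells. These counts were set against other groupings, in which the genotype labels were exchanged within each condition and the compared libraries were fitted alone. That fit called 0 genes for both 30 min treatments, 8 for 4 h of OVA and 337 for 4 h of Jurkat cells, and the groupings were compared with these numbers. With a real count of 0, all 100 of 100 groupings gave as many for both 30 min treatments, which says nothing about chance. For 4 h of OVA 7 of 100 did and for 4 h of Jurkat cells 5 of 100 did, the real one included. The 6 and 4 others each exchanged 2 or more labels in 1 condition beyond the other, and such groupings carry the KO against WT difference into the interaction. They are thus no measure of chance, which this comparison neither excludes nor supports.

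For 4 h of OVA, Mmp14 (log2 -0.74) and Rasgef1b (log2 -0.68) rose less in KO than in WT. As a group, the maturation and cytokine lists had interaction medians of -0.18 and -0.32 (camera FDR 5.37e-08 and 4.55e-08, adjusted over 8 tests), and neither held under fry (FDR 0.255 for both). The MHC-I list shifted less (median -0.06, camera FDR 0.00695, fry FDR 0.255), and the interferon list was not called (median -0.07, camera FDR 0.126). No Jurkat cells were in these cultures. A weaker response of KO cells may underlie part of the pattern, but DESeq2 called 24 genes of which 29.2% were higher. It is a hypothesis found and tested in the same data.

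For 4 h of Jurkat cells, 377 genes rose less or fell more in KO and 254 rose more or fell less. Fewer reads from Jurkat cells in KO could lower the first set. Of these 377 genes 30.5% were already higher with Jurkat cells than with OVA at 30 min, against 15.5% of all genes tested, and 270 rose in both genotypes at 4 h. The other 262 were not in the 30 min set. In 11 genes the interaction lay more than 2 SE below -0.85, the log2 ratio of the lowest KO to the highest WT T-lineage sum, a limit set after the results were seen. These are too few to decide for the set. With a share above the background but under 50%, added reads and a different response of KO cells cannot be told apart for these genes.

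The second set included Il1rl1 (log2 1.34) and Strip2 (log2 0.71). Fewer added reads could raise such genes only by 1 shift common to all genes without such reads. The shift between TMM and total counts was 0.06 (log2), and that between TMM with and without the 30 min Jurkat set -0.01. TMM had already removed the larger one, and when it was taken off the KO libraries once more, 177 genes were still called in this direction, 172 of them among the 254. The same step raised the opposite set from 377 to 1269 genes, so it overcorrected the genes as a whole. This argues against a shift of that size as the whole cause, and a larger one was not tested. The interferon list had an interaction median of 0.37 here (camera FDR 1.44e-12), which fry did not call (FDR 0.255). Of the 254 genes 70 were already called lower in untreated KO cells, against 5 of the 377 and 588 of the 14808 tested. The interaction subtracts the untreated KO against WT difference, so both counts rest on the same untreated libraries. Error in those libraries would by itself enrich the 254 and deplete the 377, and the share expected from this was not computed. The counts thus cannot show whether a lower starting level in KO went with part of this set. That level and a difference in the response of KO cells stay open as untested biological explanations.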

How the results depend on the processing

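Total-count scaling and the removal of the 30 min Jurkat set were chosen only after the data were seen; the other alternatives were not.

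Of the alternatives that keep every library, 136 counts of called genes stayed within 1.5 times the value reported and 15 moved further. For the lists 90 tests kept their call, 5 lost it and 1 gained it. For genes named by the rule 747 kept it and 2 lost it (Ccl17 and Ifna5 at 4 h of Jurkat cells, under DESeq2). Genes named outside the rule were not counted here. Among these, Nrn1 was not called under DESeq2 or with the block within genotype. Nor was it called with the stricter filter or with the compared groups alone. Nrn1 reached at most 2.12 CPM in the groups compared, so the stricter filter may have removed it rather than changed its test. It is itself in the 30 min Jurkat set, so leaving out that set removed it and was no test of its call. With DESeq2's size factors the 4 h OVA interaction called 5 genes, so not all 6 reported there held. Rubcn kept its call in all 37. No list or gene named by the rule reversed.

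The interaction for 30 min of Jurkat cells gave 7 genes without a filter, 22 with DESeq2, and 0 with the stricter filter, with the compared groups alone and without the 30 min Jurkat set. The last of these follows from the removal of Nrn1, the only gene called, with that set. The interaction for 4 h of OVA gave 11 genes without a filter, 10 with the stricter filter and 24 with DESeq2. A fit of the compared groups alone, which has fewer libraries, called 337 genes for the 4 h Jurkat interaction, 891 for KO against WT at 30 min of Jurkat cells, 833 and 246 for 30 min of OVA in WT and KO, and 1460 for 30 min of Jurkat cells in KO. Otherwise the cause was not tested.

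Total counts brought the cytokine list at 4 h of Jurkat cells to an FDR of 0.0126. Fry gave 0.0784 for the maturation list there, and an estimated correlation 0.519. The estimated correlation also gave 0.262 for the maturation list in untreated cells, the cytokine list at 4 h of OVA and the interferon list at 4 h of Jurkat cells. By construction, a larger correlation widens the error of a list.

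With the number as a replicate block across genotypes, 1498 genes were called for KO against WT in untreated cells and 650 for the 4 h Jurkat interaction. A replicate block within genotype gave 0 genes for the 30 min Jurkat interaction and 12 for 4 h of OVA. Across genotypes the block moved no count by over 1.5 times and changed no call of a list or a gene named by the rule. The block within genotype was not run for the lists or for KO against WT. It moved no other count by that much and changed no call of a gene named by the rule. Nrn1, named outside the rule, was no longer called with it.

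Without 1 library at a time, KO against WT counts ranged from 898 to 1357 (untreated), 718 to 1792 (30 min OVA), 708 to 1158 (30 min Jurkat), 1172 to 1709 (4 h OVA) and 2189 to 3102 (4 h Jurkat). In WT, treatment counts ranged from 903 to 1847, 3020 to 4081, 2594 to 3400 and 11453 to 11623 in the same order, and in KO from 173 to 710, 1674 to 2369, 1105 to 1382 and 11250 to 11442. Interaction counts were 0 throughout, 0 to 81, 3 to 15 and 362 to 637, and counts for Jurkat cells against OVA 3685 to 4519 and 12129 to 12229. List calls did not change. Among genes named by the rule, Sfrp4 at 30 min of OVA lost its call without KO 30 min OVA replicate 2 (log2 1.72, FDR 0.493). Il15ra lost its call there without KO 30 min OVA replicate 1 (FDR 0.118) or WT 30 min OVA replicate 2 (FDR 0.0602). Of genes named outside the rule, Rn45s lost its call without KO 4 h Jurkat replicate 2 (log2 0.51, FDR 0.184). Nrn1 lost its call without KO untreated replicate 2 or 3, WT 30 min Jurkat replicate 2 or any 1 untreated WT library. KO 30 min OVA replicate 3 had the fewest counts (9.73 M), and what its depth did to genes of low level was not tested.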

Other observations

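The tests of both explanations of the T-lineage genes, of depth for the interferon genes, of the region around Rubcn and of Rn45s were chosen only after the results were seen, and so were all cell-type lists with their tests.

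T-lineage genes rose with Jurkat cells: 13 of the 28 tested were called higher in both genotypes at both times. This is consistent with reads of the human cells aligning to mouse genes, since 13 of the 20 members called higher in both genotypes at 4 h were already called at 30 min. Mouse T cells in the cultures are argued against by the libraries without Jurkat cells, where the summed level of the low members was at most 4.95 CPM against at least 20.2 CPM with them. Why KO libraries held less of this signal was not tested, and uptake, attachment and washing stay open.

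Interferon-stimulated genes were lower in untreated KO cells, with a median log2 fold change of -0.68. A smaller share of plasmacytoid dendritic cells might lower them, but the plasmacytoid list fell by 0.14, far less (camera FDR 0.0152, fry FDR 0.11). This argues against a loss of their transcripts as the whole cause in untreated cells. All 14 of its genes were tested, and 13 were at 5 CPM or more in WT. The list fell further at 30 min of OVA (median -0.31, 10 of 14 lower, camera FDR 3.04e-07, fry FDR 0.00233) and at 4 h of Jurkat cells (-0.25, 10 of 14 lower, camera FDR 6.59e-05, fry FDR 0.00296). It was also called at 4 h of OVA (-0.15, camera FDR 0.00573, fry FDR 0.0474) and, by camera alone, at 30 min of Jurkat cells (-0.14, camera FDR 0.00977, fry FDR 0.11). A smaller share of these cells stays open under treatment, as does its effect on signals to other cells. GC content, transcript length and expression level are argued against by 10000 matched random lists, whose middle 95% of medians began at -0.0473. Total counts differed by a ratio of 1.03 between untreated KO and WT, which argues against depth. Lower interferon signalling in KO cells remains a hypothesis, with the culture conditions and litters untested.

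Of the other dendritic cell lists in untreated cells, type 1 had a median of -0.00, with a sign that flipped under total counts (0.01). Type 2 had a median of 0.14 (camera FDR 0.0306, fry FDR 0.00364), and the monocyte or macrophage list one of 0.05 with a mean of -0.04 (camera FDR 0.255). The monocyte or macrophage list was lower in KO at 30 min of OVA (median -0.12, camera FDR 0.00977, fry FDR 0.0248) and at 4 h of OVA (-0.09, camera FDR 0.0145, fry FDR 0.0248). Type 1 was called higher at 30 min of Jurkat cells (median 0.12, camera FDR 0.00656, fry FDR 0.0144). Type 2 was called higher by camera in every condition but that one, where only fry called it (median 0.04, camera FDR 0.145, fry FDR 0.0337).

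Basophil and mast cell genes were higher in untreated KO cells: Mcpt8 (log2 2.26), Prss34 at 34.9 ± 7.82 CPM against 12.7 ± 1.92 CPM in WT (SD, n = 3), and Cpa3 at 10.7 ± 2.48 against 4.14 ± 0.949 CPM; Prss34 and Cpa3 were named outside the rule. A list of other such genes was tested to ask whether more basophils or mast cells could be the source. The list had a median of 0.26 over 13 genes (camera FDR 0.000172, fry FDR 3.12e-05, of 35 tests; 6 called higher, 0 lower). Dendritic cell cultures also expressed 7 of its genes at 5 CPM or more in WT. The list first held Hdc, whose name had been seen among the calls of the 4 h Jurkat interaction before the list was written. Hdc was removed for that reason after the first test, which had given a median of 0.30 over 14 genes (camera p 2.16e-06, against 3.94e-05 without it). Under treatment its median was 0.26 and 0.16 at 30 min of OVA and of Jurkat cells, and 0.07 and 0.06 at 4 h, with means of 0.30 and 0.34 (camera FDR 0.0390 and 0.0274, fry FDR 0.00233 and 0.00131; 3 and 6 called higher, 0 lower). Mcpt8 was at log2 2.24 and 2.43 there. A larger share of these cells in untreated KO cultures may contribute, as a hypothesis, and higher expression of these genes by other cells was not excluded.

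Stromal genes were higher in KO in all 5 conditions (medians 0.40 to 0.85; untreated 0.60, camera FDR 6.95e-11, fry FDR 0.00164), while the endothelial list was lower in KO at 4 h of OVA (median -0.12, camera FDR 0.0326, fry FDR 0.0212) and was not called in the other 4 (untreated -0.04, camera FDR 0.688). That call rested on WT 4 h OVA replicate 3, without which the median was -0.01 (camera p 0.400) and the stromal median there was 0.67 in place of 0.40. Single libraries also deviated upwards in both lists. Over the 30 libraries the deviations from the group mean had a Pearson correlation of 0.834 and a Spearman correlation of 0.624 (permutation p 0.0061 and 0.0108 with 100000 resamples within groups). Without the 2 farthest libraries (WT 4 h OVA replicate 3 and KO 4 h Jurkat replicate 2) Pearson's value was 0.700. The group means still included these 2, which left other libraries of the same groups low in both lists. WT 4 h OVA replicates 1 and 2 stayed at -0.25 (log2) in the endothelial list, and at -0.34 and -0.29 in the stromal list. The value thus cannot show whether the correlation rests on those 2 libraries. Endothelial and stromal cells carried into single libraries are a candidate source of these deviations. KO 30 min OVA replicate 2, on which the call of Sfrp4 rested, was above its group mean in both lists. The stromal difference between genotypes was not confined to single libraries. In untreated cultures the summed stromal level was 1041 to 1283 CPM in KO and 776 to 882 CPM in WT. Whether KO cultures held a larger share of stromal cells was not tested and stays open.

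Zfp genes were lower with Jurkat cells than with OVA at 30 min, with a median log2 fold change of -0.09 over 322 genes, 122 lower and 19 higher. The sign was the same under RLE (-0.09) and total counts (-0.10). GC content, length and expression are argued against as the whole cause, since matched random lists had medians from -0.00553 upwards in their middle 95%. Reads of Jurkat cells and a fall of short-lived transcripts were not tested.

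Of the 338 genes called in 1 direction in all 5 KO against WT contrasts, 1.48% lay within 10 Mb of Rubcn (5 genes: Rubcn and, named outside the rule, Apod, Fstl1, St6gal1 and Bdh1), against 0.790% of all genes tested. Effects of strain variation on genes within that window could thus explain few of them. The count cannot show effects of such variation on distant genes, and strain variation elsewhere in the genome was not tested. Thbs4, named after its values were seen, had the mean log2 fold change 3.86 over the 5 contrasts (2.87 to 5.16).

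Rn45s, a ribosomal RNA precursor named outside the rule, was higher in KO than WT at 4 h of Jurkat cells (log2 3.50, edgeR FDR 0.000322). Its share was 3.90% of counts in KO replicate 2 and at most 0.384% in every other library, and without that library the log2 fold change was 0.51 (FDR 0.184). Leftover ribosomal RNA in that library is a candidate cause, and Rmrp and Rpph1 were highest in the same library.

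For the 13 contrasts of 3 against 3 libraries, 1 of 10 groupings, the real one, gave as many genes. That design cannot give a share under 0.1, so chance is not excluded by it. In the 3 contrasts whose numbers were taken to pair the libraries the other groupings called 0 genes. For Jurkat cells against OVA at 30 min and at 4 h, 1 of 100 groupings did, which excludes chance at this number of draws.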
